A study of Mus musculus with 11 samples. Its data were reported in "Reconstituting central nervous system niche cues partially restores homeostatic-like features in cultured murine primary microglia" (2026).

How the data were processed

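RNA of mouse microglia was measured on 11 single-colour Agilent arrays, each holding 62976 spots. Of these spots 1439 were controls, and the other 61537 carried 60037 distinct probes. The deposited scanner files give one background-subtracted signal intensity per spot in arbitrary units, produced by Feature Extraction 11.5.1.1, together with flags for spots well above background, saturated spots and outlier spots. The authors deposited an intensity table for the series as well. It holds the values before any normalisation between arrays. Its 62927 entries were checked against the scanner files, and 0 values differed beyond a relative tolerance of 1e-05. Log2 values were computed here from the deposited intensity. No spot was saturated by the scanner's own flag.

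Groups and replicate numbers were taken from the sample titles. They comprised adult microglia sorted by flow cytometry (A_FACS, 2 arrays), sorted newborn microglia (NB_FACS, 3 arrays), cultured newborn microglia without added cytokines (NB_Control, 3 arrays) and cultured newborn microglia with cytokines (NB_Stim, 3 arrays). Slide 1 held 8 arrays. Slide 2 held replicate 3 of each newborn group. Slide and scan batch coincided on all 11 arrays, so scan was not run as a separate alternative.

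Probes were paired with gene symbols through the RefSeq accessions carried in the scanner files and a table of mouse reference genes (GRCm38.p6), which was used for names only, so that no coordinates were used. This matched 36264 probes (60.4%) to 23329 symbols, and 23773 probes were not matched. Repeated spots of a probe were averaged, leaving out spots with an outlier flag, and 138 probes without an unflagged spot on some array were dropped. A probe was kept when it was well above background on every array of at least 1 group, which left 44727 probes. Of these, 28027 had a symbol. They were averaged to 19555 genes, of which 14654 rested on 1 probe and 4901 on several. Before this filter the signals of all probes were quantile normalised on the log2 scale in limma 3.58.1 under R 4.3.3, with files read by the data.table package, version 1.17.8. Figures were drawn with matplotlib 3.10.9.

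Each gene was fitted in limma with 1 mean per group (7 residual degrees of freedom, 2.69 prior degrees of freedom). All 6 pairwise comparisons of the 4 groups were tested with limma's moderated two-sided test, and an F test was run over the 4 groups and over the 3 newborn groups. P-values were adjusted by the Benjamini-Hochberg method within each comparison, and a gene was called at an adjusted p under 0.05. A gene below the lowest signal well above background on its arrays was given as a bound. Gene lists with at least 5 tested genes were tested with limma's camera at a preset correlation of 0.01, with fry, and with camera at an estimated correlation, adjusted over the 60 tests of 15 lists in 4 comparisons. These lists covered the 7 homeostatic genes followed in the study, genes the study linked to culture, further homeostatic genes, activated microglia, inflammation, the TGF-β response, proliferation, immediate early genes, interferon response, cholesterol synthesis, border macrophages, neutrophils, fibroblasts, astrocytes and neurons. Several lists share genes. The culture list shares Apoe, Spp1 and Lyz2 with the activated list and Tnf and Il6 with the inflammatory list. Single values of some list genes are not reported here. Genes not analysed here for want of a matched probe included Gapdh, Sall1, Sparc, Pmepa1, Serpine2, Sox10, Mog, Upk1b, Clec7a, Ccl12, Smurf2, Fosb, Stard4, Hbb-bs, Hba-a1, Aqp4 and Mag, and Mef2c, Ifit2 and S100a9 were removed by the filter.

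The comparisons, the tests, the 15 gene lists, the alternatives apart from those named below and the rule for named genes were set before the data were examined. By that rule, 4 comparisons each name the 4 largest rises and the 4 largest falls among called genes whose probes were well above background on all arrays of both groups and whose groups did not overlap. Genes that the study discusses, common reference genes and sex-linked genes, fixed in advance, are named as well. Distances were the mean absolute log2 difference over all genes between an array and the mean of a reference group, compared between NB_Control and NB_Stim by an exact two-sided permutation test. With 3 arrays against 3 there are 20 arrangements, and the smallest p-value is 0.1. That test ignores replicate numbers. A test over sign flips of the 3 paired differences, whose smallest p-value is 0.25, was added. Where the reference was NB_FACS or A_FACS, its mean was not part of the permutation. Arrays were clustered by complete linkage on Manhattan distances. Recovery was the share of the culture difference that NB_Stim reversed. Because both comparisons share NB_Control, it was compared with 20 simulated draws in which NB_Stim was unchanged from NB_Control.

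The pairing of replicate numbers was checked on deviations from the group means. Arrays of the same number correlated across genes with r of 0.36, 0.31 and 0.45 between NB_FACS and NB_Control, 0.34, 0.11 and 0.44 between NB_FACS and NB_Stim, and 0.37, 0.27 and 0.49 between NB_Control and NB_Stim. All exceeded the preset limit of 0.1, so a replicate block was fitted as an alternative. Within slide 1 the crossed correlations of replicates 1 and 2 were 0.19, 0.35 and 0.34 in the same order, below both same-number values of that slide only between NB_FACS and NB_Control. The differences of replicate 1 minus replicate 2 correlated with r of 0.19, -0.062 and -0.054 in that order. Pairing NB_Stim with the other groups by number thus had no support within slide 1, and replicate 3 shares slide 2. Genes are not independent replicates. The 2 pairs of A_FACS and NB_FACS gave 0.17 and -0.069. The procedure was tested on simulated data, where 200 of 19555 genes were shifted by a log2 difference of 2. Calls covered 95% of them with 12 false calls in a comparison of 3 arrays against 3, and 91.5% with 8 false calls in a comparison of 2 against 3.

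Alternatives were 75th percentile scaling in place of quantile normalisation, a normexp background step with an offset of 50, the series table's values, no filter on dim probes, a filter on all 11 arrays, the brightest probe per gene, a replicate block, a slide block, a fit of only the groups compared, an intensity trend with robust variances, Tukey's test with and without adjustment over genes, a log2 difference of at least 1, average linkage or all genes in the clustering, Euclidean or correlation distances, and leaving out each array in turn. Keeping probes without a symbol, averaging replicates 1 and 2 of the cultured groups, clustering on the genes called for the cytokines and pairing the distances were added after the data had been seen. Further marker lists covered choroid plexus, ependymal cilia, erythroid cells, fibroblasts, dissociation, genes escaping X inactivation, neutrophils and sensory receptors. These lists were written after the comparisons. Apart from Tagln and Klf4, which the comparisons had named, the values of their genes had not been examined. The further lists share no gene with the first lists. Their medians on single arrays were ranked against 10000 random lists matched on expression in 20 bins.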

Results

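Expression was measured in adult and newborn mouse microglia on 11 single-colour arrays. Adult cells sorted by flow cytometry gave 2 arrays (A_FACS) and sorted newborn cells gave 3 (NB_FACS). Newborn cells that had been shaken off flask cultures and kept for 1 day in serum medium gave 3 arrays without cytokines (NB_Control) and 3 with TGF-β1, IL-34 and CX3CL1 at 100 ng/mL each (NB_Stim). Replicate 3 of each newborn group was on slide 2, and the other 8 arrays were on slide 1. Between 66.8% and 80.5% of the 60037 probes were well above background on each array. The 75th percentile of the signal was 174 to 316 on slide 1 and 446 to 511 on slide 2. The number of arrays limits the precision. Values below are quantile normalised log2 intensities of 19555 genes, given as mean ± SD over the arrays of a group, and adjusted p-values are from limma's moderated two-sided test.

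The first comparison asked how culture changes newborn microglia. NB_Control and NB_FACS also differed in the way the cells were isolated, so that culture and isolation were not separated. In the paper's shaking protocol cells are collected after weeks in flask culture with M-CSF-rich conditioned medium, whereas sorted cells were not cultured. Differences called culture here therefore cover time in the flasks, cell age and that medium as well as the final day. In NB_Control 5814 genes (29.7%) differed from NB_FACS, 3098 higher and 2716 lower, and 7651 passed at an unadjusted p under 0.05. The count was 3156 when a log2 difference of at least 1 was required and 9143 when probes without a symbol were kept. The largest rises among the named genes were Wfdc17 (15.38 ± 0.13 against 7.37 ± 0.53, n = 3 each, log2 difference 8.01, SE 0.66, adjusted p 2.08e-05), Wfdc18 (7.76, adjusted p 3.19e-05), Cfp (6.83, adjusted p 6.28e-06) and Clec4d (6.73, adjusted p 1.87e-06). The largest falls were Hba-x (5.21 ± 0.073 against 14 ± 0.69, log2 difference -8.79, adjusted p 9.91e-07), Cxcl10 (-7.31, adjusted p 2.01e-06), Cldn5 (-7.22, adjusted p 1.6e-06) and P2ry12 (-6.44, adjusted p 9.91e-07). The groups did not overlap for these 8 genes, as the rule for naming them required. The erythroid genes Hba-a2, Alas2 and Hbb-bt were lower in NB_Control as well.

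The second comparison asked what the cytokines change in culture. NB_Stim differed from NB_Control in 669 genes (3.42%), 274 higher and 395 lower, and 2974 genes passed at an unadjusted p under 0.05. The count was 1196 with the replicate block, 663 of them among the 669, and 118 when cultured replicates 1 and 2 were averaged, 117 of them among the 669. It fell to 336 without NB_Control replicate 1 and to the same number without NB_Control replicate 2, to 305 without NB_Stim replicate 1 and to 317 without NB_Stim replicate 2. Igfbp5 rose most (11.94 ± 0.084 against 7.51 ± 0.54, n = 3 each, log2 difference 4.43, SE 0.48, adjusted p 0.00111), followed by Cx3cr1 (4.03, adjusted p 0.00218), Apoc1 (3.83, adjusted p 0.036) and Cspg4 (3.57, adjusted p 0.00261). Apoc1 lost its call in 12 alternatives, 8 of which left out 1 array, and its log2 difference was 2.87 to 4.46 without single arrays, lowest without NB_Control replicate 3. Cspg4 lost its call with Tukey's adjusted test and when replicates 1 and 2 were averaged. The largest falls were Mrc1 (8.08 ± 0.083 against 13.33 ± 0.069, log2 difference -5.25, SE 0.19, adjusted p 3.48e-06), Cd93 (-5.02, adjusted p 1.1e-05), Ccl9 (-5, adjusted p 7.16e-05) and Clec4a3 (-4.31, adjusted p 0.000211). The 5 other border macrophage genes bright enough to show such a fall fell less than Mrc1.

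**Figure D1:**
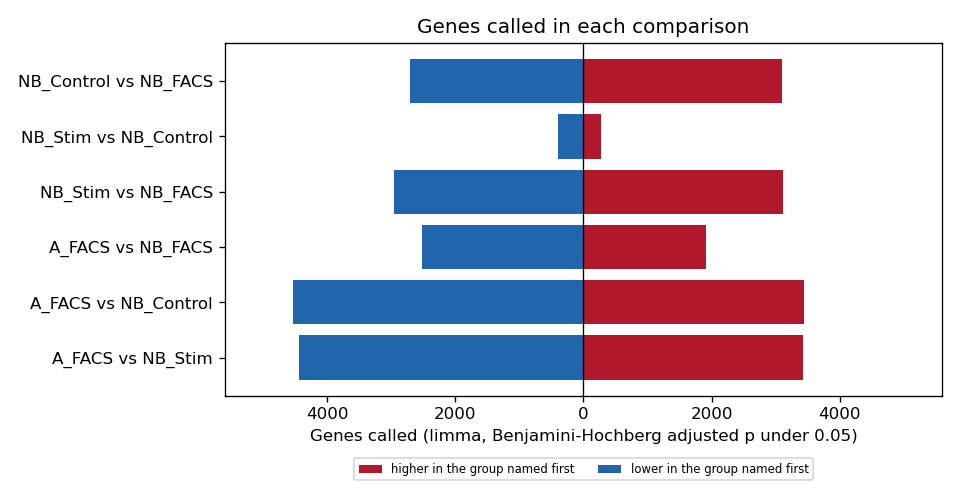
Number of genes called (adjusted p under 0.05) per comparison, with bars to the right for genes higher and to the left for genes lower in the group named first. The cytokine comparison has 274 genes higher and 395 lower, against 3098 and 2716 for culture against sorting.

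The 7 homeostatic genes that the study followed by RT-qPCR were examined as a fixed list. All 7 were lower in NB_Control than in NB_FACS and were called both over all genes and adjusted over the list alone, although Fcrls (-1.42, adjusted p 0.0166) lost its call in 3 alternatives, among them without NB_FACS replicate 2 (-1.33). Without NB_Control replicate 3 the difference of Fcrls was -0.89. With cytokines all 7 were higher than in NB_Control, 5 of them called over all genes and 7 adjusted over the list alone. Because the study had chosen these genes itself, the count adjusted over the list alone is not independent of that choice. Tmem119 was 10.36 ± 0.36 in NB_Control and 13.26 ± 0.23 in NB_Stim (log2 difference 2.9, SE 0.19, n = 3 each, adjusted p 9.87e-05), Olfml3 rose by 3.24 (adjusted p 5.39e-05), Cx3cr1 by 4.03 (adjusted p 0.00218) and Tgfbr1 by 1.92 (adjusted p 0.00125). P2ry12 rose by 1.02 (adjusted p 0.121) and Fcrls by 1.15 (adjusted p 0.159), and neither was called over all genes. Without NB_Stim replicate 3 the rise of P2ry12 was 0.64, and without NB_Control replicate 3 that of Fcrls was 0.62. Fcrls was called with the replicate block and with the slide block, and Cx3cr1 lost its call with Tukey's adjusted test. Within slides the differences kept their sign for each of the 7 genes, with P2ry12 at 0.44 on slide 1 (2 arrays per group) and 2.19 on slide 2 (1 array per group), and Tmem119 at 2.56 and 3.59.

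**Figure D2:**
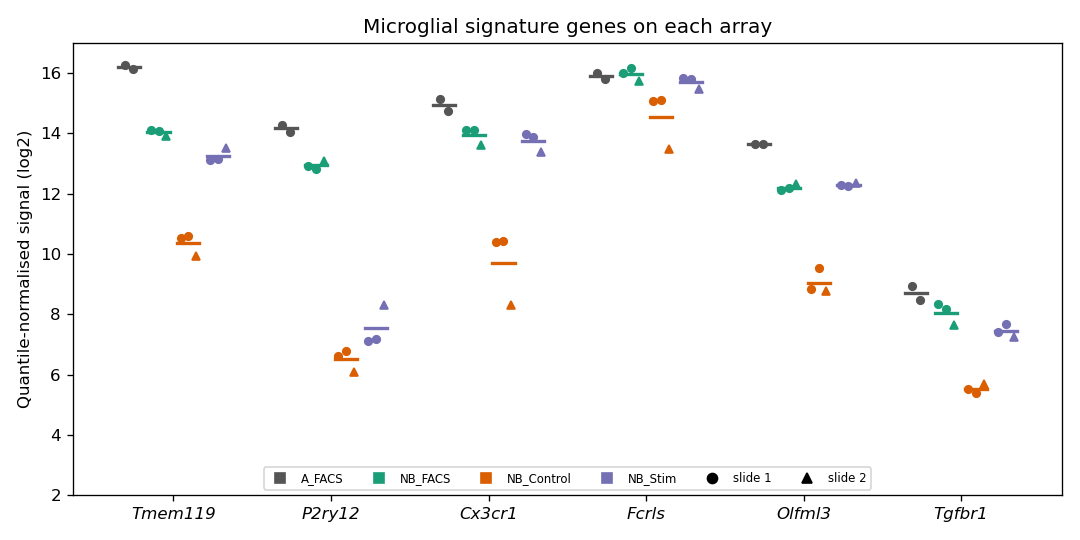
Log2 normalised intensity of 6 of the homeostatic genes on each of the 11 arrays, coloured by group, shaped by slide, with a bar at each group mean. Tmem119 averages 14.04 in NB_FACS, 10.36 in NB_Control and 13.26 in NB_Stim, whereas P2ry12 averages 12.95, 6.51 and 7.54.

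How far stimulated cells remained from sorted newborn cells was the next question. NB_Stim differed from NB_FACS in 6083 genes (31.1%), 3120 higher and 2963 lower, with 7999 at an unadjusted p under 0.05. Serpina3n (13.07 ± 0.65 against 4.72 ± 0.37, n = 3 each, log2 difference 8.35, adjusted p 2.87e-05), Saa3 (7.36), Tagln (6.44) and Wfdc17 (6.4) were the largest rises. Hba-a2 (-12.04, adjusted p 1.03e-06), Hba-x (-8.56), Cxcl10 (-6.82) and Klf4 (-5.81) were the largest falls. The globin genes are paralogs, and the specificity of their probes was not tested. Tagln rose together with 13 other genes of a further list of 15 fibroblast genes, and Klf4 fell together with 15 others of a list of 18 genes of the response to dissociation. Of the 7 homeostatic genes, 6 remained lower than in NB_FACS, but only P2ry12 (-5.41, adjusted p 2.25e-06) and Tmem119 (-0.78, adjusted p 0.0122) were called, and 3 adjusted over the list alone. Tmem119 was no longer called without NB_Stim replicate 1 (-0.7), when cultured replicates 1 and 2 were averaged, or with Tukey's adjusted test. Tgfbr1 (-0.6, adjusted p 0.0564) was called under 5 alternatives, which included the replicate block and leaving out NB_FACS replicate 3 (-0.81). The share of the culture difference reversed was 15.9% for P2ry12, 76.1% for Tgfbr1, 78.8% for Tmem119, 80.8% for Fcrls, 95.2% for Cx3cr1 and 103% for Olfml3. The share for P2ry12 depended on NB_Stim replicate 3, without which its cytokine difference was 0.64 in place of 1.02. For Fcrls both differences were smaller in size without NB_Control replicate 3, at -0.89 for culture and 0.62 for the cytokines. Both parts of its share thus fell together. Olfml3 was 0.093 above NB_FACS, a sign that reversed under 75th percentile scaling.

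Recovery was then counted over all genes called between NB_Control and NB_FACS. Of the 2716 genes lowered in NB_Control, 128 (4.71%) were raised by the cytokines and 41 (1.51%) were lowered further. Of the 3098 genes raised in NB_Control, 233 (7.52%) were lowered by the cytokines and 53 (1.71%) were raised further. With an unchanged NB_Stim group the simulated draws gave 0.05 such reversals on average in each direction. The draws used independent noise for each gene and array, without slide or replicate effects, so they do not cover reversals that such effects could give. They also called more genes between NB_Control and NB_FACS than the data, 3273 lowered and 3892 raised on average. The median share recovered was -0.695% among lowered genes (simulated 3.16%) and 16.8% among raised genes (simulated 4.01%). Across genes the culture and cytokine differences correlated with r of -0.245, against a simulated -0.133 (range -0.152 to -0.119), where genes are not independent replicates. Without single arrays the share of raised genes that were lowered ranged from 3.91% (without NB_Stim replicate 2) to 7.99%, and it was 11.8% under 75th percentile scaling. The share of lowered genes that were raised was 2.92% without NB_Stim replicate 1.

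The mean absolute log2 difference from NB_FACS over all genes was 0.676 ± 0.0261 in NB_Control and 0.701 ± 0.0267 in NB_Stim (n = 3 each). The difference of 0.0246 was not past the threshold in an unpaired test, which could not reach it at this size (exact two-sided permutation, p = 0.3, smallest possible 0.1). With arrays paired by replicate number all 3 differences were positive (0.0107, 0.0425 and 0.0207, exact p = 0.25, the smallest possible). Within slides it was 0.0221 on slide 1 (n = 2 each) and 0.0215 on slide 2 (n = 1 each), and it was 0.0116 without NB_Stim replicate 3 and 0.0397 without NB_Control replicate 3. From A_FACS the distances were 0.873 ± 0.0404 and 0.864 ± 0.024 (difference -0.00892, exact p = 0.8). This difference reversed to 0.0144 without NB_Control replicate 3 and to 0.00443 without NB_Stim replicate 1, and it was 0.00442 within slide 1. It was -0.0213 without NB_Control replicate 1, and -0.0484 under 75th percentile scaling (exact p = 0.1, the smallest possible). Over the 7 homeostatic genes the distance from NB_FACS was 3.27 ± 0.427 in NB_Control and 1.07 ± 0.0392 in NB_Stim (unpaired exact p = 0.1, the smallest possible). These 3 distances were the only ones tested. In the clustering, 9548 genes past the F test of the 4 groups joined all 3 NB_Stim arrays with NB_Control, apart from both sorted groups. Over the 7 homeostatic genes NB_Control separated first, and NB_Stim joined the sorted arrays. The second pattern rested on NB_Control replicate 3, because without it the 3 NB_Stim arrays joined NB_Control at the first split.

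**Figure D3:**
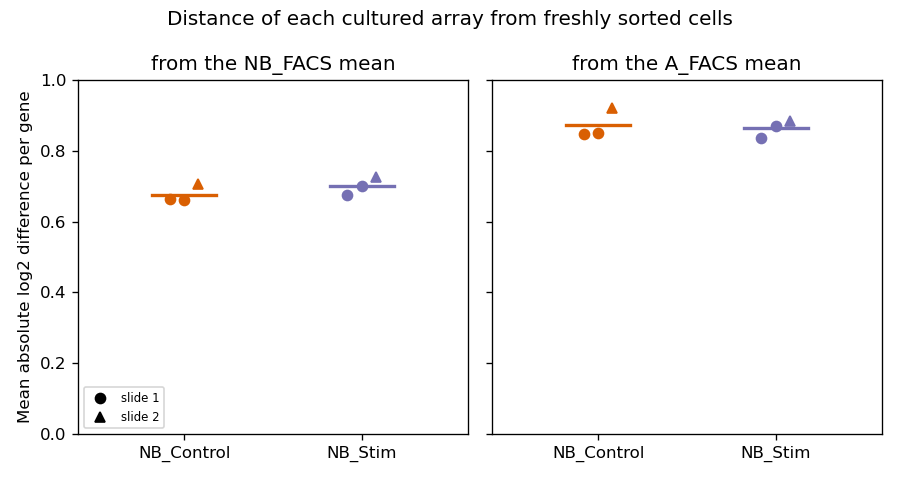
Mean absolute log2 difference over 19555 genes of each cultured array from the mean of NB_FACS and from the mean of A_FACS, with points for arrays, shaped by slide, and a horizontal bar at each group mean. NB_Control averages 0.676 and NB_Stim 0.701 from NB_FACS, and 0.873 and 0.864 from A_FACS.

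Age was compared between sorted cells. The paper states that adult mice were female and newborn mice of both sexes, so age and sex were not separated here. By its methods adult mice were perfused and their brains pressed through a strainer, whereas newborn brains were dissociated by pipetting. Age and preparation of the tissue were thus not separated either. Both adult arrays were on slide 1. A_FACS differed from NB_FACS in 4439 genes (22.7%), 1915 higher and 2524 lower, with 6865 at an unadjusted p under 0.05. The count was 2462 without A_FACS replicate 1. Chst8 (10.59 ± 0.7, n = 2, against 3.92 ± 0.69, n = 3, log2 difference 6.67, adjusted p 6.77e-05), Mlph (6.23, adjusted p 4.72e-07), Col6a3 (5.06, adjusted p 0.000188) and Thrsp (4.76, adjusted p 6.11e-07) were the largest rises. The largest falls were Apoc1 (5.66 ± 1.95 against 12.69 ± 0.21, log2 difference -7.03, adjusted p 0.00067), Gpx3 (-6.79, adjusted p 4.12e-05), Spp1 (-6.48, adjusted p 0.00065) and Acp5 (-6.45, adjusted p 0.000287). These 4 genes differed widely between the adult arrays, and without A_FACS replicate 1 their log2 differences were -5.64, -5.65, -4.56 and -5.35. Of the 7 homeostatic genes, 6 were higher in A_FACS, 3 of them called (Tmem119 2.18, Olfml3 1.43, P2ry12 1.22) and 4 adjusted over the list alone. P2ry12 lost its call under 75th percentile scaling, under Tukey's test, and without A_FACS replicate 1, A_FACS replicate 2, NB_FACS replicate 1 or NB_FACS replicate 2 (1.11 to 1.33 without single arrays). Cx3cr1 (1, adjusted p 0.237) was called without NB_Control replicate 3 and in a fit of only the groups compared. A_FACS differed from NB_Control in 7986 genes (40.8%, 3451 higher and 4535 lower) and from NB_Stim in 7877 genes (40.3%, 3432 higher and 4445 lower), with 9590 and 9674 at an unadjusted p under 0.05. Without A_FACS replicate 1 these counts were 5183 and 4895. The 7 homeostatic genes were all higher in A_FACS in both comparisons, with 7 and 5 of them called, the same numbers as adjusted over the list alone.

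Gene lists were tested in 60 combinations of 15 lists and 4 comparisons. Camera called 31 of them at an adjusted p under 0.05. Fry called 38, with 26 in common with camera, and camera with an estimated correlation called 6, all among the 31. Fry alone called the culture list in the 3 newborn comparisons, the TGF-β response, astrocyte and neuron lists in both comparisons of cultured cells with NB_FACS, the list of 7 and the border macrophage list in NB_Stim against NB_FACS, and the neuron list in A_FACS. Against NB_FACS, NB_Control had lower homeostatic genes (list of 7, median log2 difference -3.15, adjusted p 2.77e-08; further homeostatic genes -0.86, 8.1e-06), lower inflammatory (-2.56, 0.000123), proliferation (-2.93, 4.08e-15) and immediate early genes (-2.63, 1.56e-12), and higher interferon (1.98, 0.00107) and fibroblast genes (3.65, 0.000202). All 19 proliferation genes and all 14 immediate early genes were lower and called. Not called by camera were genes the study linked to culture (2.02, adjusted p 0.585, fry 0.0129), activated microglia (1.27, 0.066), cholesterol synthesis (0.49, 0.296), border macrophages (0.62, 0.679), neutrophils (-0.4, 0.824), astrocytes (0.35, 0.45, fry 0.0173) and neurons (-0.17, 0.275, fry 0.000191). The activated list was called under 4 alternatives, which included leaving out either adult array. For the TGF-β response the median of -0.37 and the mean of 0.19 differed in sign (camera adjusted p 0.302, fry 0.0173).

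With cytokines, the 7 homeostatic genes (median log2 difference 1.92, camera adjusted p 6.57e-15), the further homeostatic genes (0.31, 0.00122) and the TGF-β response (0.56, 1.06e-05, 8 of 10 genes higher) were higher than in NB_Control. Border macrophage genes (-1.63, 3.68e-06, 0 of 9 genes higher), inflammatory (-0.32, 0.00432), proliferation (-0.62, 7.61e-05), interferon (-0.78, 0.00451) and cholesterol synthesis genes (-0.7, 0.00218) were lower. The last 3 were not called by fry, and cholesterol synthesis lost its call without NB_Control replicate 3 (-0.21). The proliferation median was -0.38 without the same array, and the inflammatory median was -0.12 without NB_Control replicate 1 and -0.14 without NB_Control replicate 2. Only the list of 7 and the TGF-β response were also called with an estimated correlation. Called singly were 1 of 9 border macrophage genes (Mrc1), 3 of 15 inflammatory, 0 of 19 proliferation, 0 of 9 interferon and 2 of 12 cholesterol synthesis genes. Lyve1 (3.02 in NB_Control, 2.8 in NB_Stim) and Cd163 (3.69 and 2.02) lay near or below the lowest signal well above background, so their falls measure little. Against NB_FACS, NB_Stim kept lower further homeostatic (-0.59, 0.000779), inflammatory (-2.91, 3.47e-06), proliferation (-3.75, 1.47e-16) and immediate early genes (-3.24, 8.22e-13). Fibroblast (3.16, 0.000148), activated (1.13, 0.0143) and interferon genes (1.36, 0.0436) were higher, and the interferon call was lost under 5 alternatives, which included the replicate block and leaving out NB_FACS replicate 3 (1.37) or NB_Stim replicate 3 (0.99). The list of 7 was not called by camera (-0.27, 0.0519), but fry called it (0.00264), and camera called it under 6 alternatives, which included 75th percentile scaling and leaving out NB_FACS replicate 3 (-0.39), NB_Control replicate 3 (-0.27) or NB_Stim replicate 2 (-0.33).

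Adult cells differed from sorted newborn cells in the list of 7 (median log2 difference 1, camera adjusted p 0.00278), further homeostatic genes (1.33, 3.03e-07), the TGF-β response (0.65, 0.00267) and immediate early genes (1.41, 9.82e-08), which were higher. The further list of the response to dissociation was higher as well (median 0.59, 15 of 18 genes, camera adjusted p 0.00485). A difference in preparation is therefore not excluded for the immediate early genes. Proliferation (-3.9, 1.97e-17), border macrophage (-3.42, 6.83e-05) and fibroblast genes (-2.59, 0.000133) were lower, with the border macrophage median at -2.15 without A_FACS replicate 1. Activated genes were lower (-0.9, 0.0145), a call that fry did not make and that was lost without A_FACS replicate 1 (-0.28), with -2.26 without A_FACS replicate 2. The interferon call (0.71, 0.0488) was not made by fry either. It was lost under 75th percentile scaling, with normexp background, with the filter on all 11 arrays, with the replicate block, and without NB_FACS replicate 1 (0.62), NB_FACS replicate 3 (0.74) or NB_Control replicate 2 (0.71). The median was -0.095 without A_FACS replicate 2 and 1.66 without A_FACS replicate 1. With an estimated correlation the calls were, apart from those named, the list of 7 and the inflammatory list in NB_Control, the inflammatory list in NB_Stim against NB_FACS, and the further homeostatic list in A_FACS. Among lists not called, median, mean and test differed in sign for the culture list in NB_Stim against NB_FACS and in A_FACS, for neutrophils in both comparisons of NB_Stim, and for the inflammatory list in A_FACS.

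Further single genes were read from the same fits. Of the 6 neuron, astrocyte and oligodendrocyte genes that the study named and 4 common reference genes, 5 were called in a newborn comparison. Genes of the broader cell type lists, S100b, Olig1, Pdgfra and Dcx among them, were called against NB_FACS as well and are not in this count. The astrocyte genes Gfap (0.97, adjusted p 0.0144) and Chil1 (2.16, adjusted p 0.000683) were higher in NB_Control than in NB_FACS, and the common reference gene Hprt (0.51, adjusted p 0.0329) was too. Gfap lost its call with the brightest probe per gene (0.46) and without any 1 of 3 arrays (0.78 to 1.28 without single arrays). Both astrocyte genes were also higher in NB_Stim than in NB_FACS, Gfap by 1.22 (adjusted p 0.00428) and Chil1 by 2.64 (adjusted p 0.000204). That call of Gfap stayed without each single array, but it was lost with the brightest probe per gene (0.51) and with Tukey's adjusted test. The oligodendrocyte gene Olig2 was higher in NB_Stim than in NB_FACS (2.5, adjusted p 0.0154), but its call was lost without NB_FACS replicate 1 (2.36) or NB_FACS replicate 2 (2.33), and the difference was 1.61 without NB_Stim replicate 3. Ywhaz was lower in NB_Control than in NB_FACS (-1.02, adjusted p 0.0234) and lost its call without any 1 of 5 arrays (-1.26 to -0.86). Hprt lost it without any 1 of 4 arrays (0.43 to 0.58). Tbp was not called in a newborn comparison, and neither was Actb, whose difference between NB_Stim and NB_Control (-0.088) reversed to 0.1 under 75th percentile scaling. The neuronal genes Nefl, Map2 and Rbfox3 were not called in the newborn comparisons, and Rbfox3 was not well above background on the newborn arrays. Lyz2 was higher in NB_Control than in NB_FACS (3.4, adjusted p 0.000122) and Tnf lower (-4.05, adjusted p 1.62e-07), and the cytokines changed neither past the threshold. Il6 was higher in NB_Control (2.3, adjusted p 0.000216) and lower in NB_Stim than in NB_Control (-2.86, adjusted p 0.00061). Spp1 was not called between NB_Control and NB_FACS (2.02, adjusted p 0.0724), but it was called without either adult array. Apoe stood at 17.31 on all 9 newborn arrays, the upper end of the scale, so that no difference could be seen there. Havcr2 was higher in NB_Stim than in NB_Control (0.64, adjusted p 0.03), a call lost without any 1 of 6 arrays (0.56 to 0.71), whereas Lacc1 (-0.61, adjusted p 0.102, called without NB_FACS replicate 3) and Fscn1 (0.36, adjusted p 0.637) were not called. Ddx3y, a Y-linked gene, was at least 113-fold lower in A_FACS than in NB_FACS.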

Values the study reported

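The study followed 7 homeostatic genes of microglia by RT-qPCR. It gave each of the 3 cytokines at 100 ng/mL. In microglia isolated by shaking and kept for 24 h in medium with serum, it reported that the cytokine mix raised Tmem119 6.1-fold and Olfml3 3.9-fold over medium without cytokines.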

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

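The slide test of the spike-in spots was chosen only after the result was seen. Both results below come from data outside the comparisons of the report.

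Probes that could not be paired with a gene symbol carried a signal. Of 16700 such probes, 247 (1.48%) were called by limma between NB_Stim and NB_Control, 109 higher and 138 lower, and 1949 passed at an unadjusted p under 0.05. With slide as a block 714 probes were called, with the 247 among them, but each group has 2 arrays on slide 1 and 1 on slide 2, so a shift common to both groups cancels and the block decides nothing more. Among the 10 splits of the 6 arrays, 1 gave as many probes, the real one, but 10 splits can never give a share under 0.1, so chance cannot be excluded this way. What these probes measure was not examined, and an effect of the cytokines on transcripts outside the symbol table stays a hypothesis.

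The E1A spike-in spots detect control RNA that is added to each sample. Their mean signal over 350 spots, before normalisation, was higher in NB_FACS than in NB_Control by 0.18 on the log2 scale. The difference was 0.36 on slide 1 and -0.18 on slide 2, and 0 NB_FACS arrays lay above all NB_Control arrays. Relative to the 75th percentile of each array the difference was 0.51, with 0.91 on slide 1 and -0.3 on slide 2, and 2 NB_FACS arrays lay above all NB_Control arrays. A shift between slides common to both groups cancels, since each has 2 arrays on slide 1 and 1 on slide 2, and on slide 1 alone the difference was present. An amount of spike-in that differs from array to array is a candidate explanation and was not measured. Why the sign changed on slide 2 stays open, with 1 array per group there. The amount of RNA in the cells, which the relative value depends on as well, was not analysed here, and no biological explanation was tested.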

How the results depend on the processing

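Keeping probes without a symbol, averaging cultured replicates 1 and 2, clustering on the genes called for the cytokines and pairing the distances were chosen only after the results were seen. The results that answer a comparison were recomputed in 482 combinations of result and alternative. Of these, 429 stayed as reported, 51 moved and 2 reversed. For single genes and gene lists 5189 of 5562 kept their direction and their side of the threshold, 177 kept the direction but lost the threshold, 120 newly passed it and 76 reversed. Unless the construction of an alternative shows the cause, the cause was not tested.

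Counts of genes called fell under stricter tests by construction. In the order NB_Control against NB_FACS, NB_Stim against NB_Control, NB_Stim against NB_FACS, A_FACS against NB_FACS, NB_Control and NB_Stim, Tukey's test with adjustment over genes gave 3536, 187, 3615, 2023, 4880 and 4643 genes. A log2 difference of at least 1 gave 3156, 424, 3217, 2408, 4796 and 4536. Keeping probes without a symbol added features to the tests and raised all but the second of these counts beyond 1.5 times, to 9143, 9495, 7016, 13312 and 13222. A fit of only the 2 groups compared, which has fewer arrays, gave 2921 genes for A_FACS against NB_FACS.

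The cytokine comparison moved most, with 669 genes as reported. Tukey's test without adjustment gave 1594, normexp background 1013, the replicate block 1196 and the slide block 1475. The slide block called all 669 again, and the replicate block called 663 of them. Averaging cultured replicates 1 and 2, which leaves 2 samples per cultured group, gave 118. Leaving out single arrays gave 305 to 702 genes, with the lowest count without NB_Stim replicate 1. For A_FACS against NB_FACS the range was 2462 to 5128, against NB_Control 5183 to 8717 and against NB_Stim 4895 to 8374, each lowest without A_FACS replicate 1, where the lone adult array is assumed to vary like the other groups.

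Of the 7 homeostatic genes, 2 were called between NB_Stim and NB_FACS. This became 1 with Tukey's adjusted test, 1 when replicates were averaged, and 1 to 3 without single arrays. Of the cell type genes that the study named and the common reference genes, the 5 called in a newborn comparison became 1 with Tukey's adjusted test, 3 when replicates were averaged, 8 with the slide block, and 2 to 5 without single arrays. The 31 gene list calls became 6 with an estimated correlation. The share of culture-raised genes lowered by cytokines, 7.52%, was 11.8% under 75th percentile scaling, 12.2% with normexp background and 12% with the slide block, and 3.91% to 7.99% without single arrays. The share of culture-lowered genes raised by cytokines, 4.71%, ranged from 2.92% to 4.99% without single arrays. The difference in distance from A_FACS, -0.00892, was -0.0484 under 75th percentile scaling. Without single arrays it ranged from -0.0213 to 0.0144 and reversed without NB_Control replicate 3 (0.0144) and without NB_Stim replicate 1 (0.00443). Clustering on genes called for the cytokines placed 0 other arrays with NB_Control, in place of 3, by the choice of genes. Clustering on the 7 homeostatic genes placed 0 to 3 other arrays with it when single arrays were left out. The difference in distance from NB_FACS, 0.0246, kept its sign under every alternative that gave it a value, 0.0116 to 0.0397 without single arrays and 0.00156 by correlation distance. With arrays paired by number (replicate block) the differences in distance were 0.0246 (exact p 0.25) and -0.00892 (exact p 0.75), with 0.25 the smallest possible. The other block, variance and test alternatives gave no value for distances and clustering, and the scan block was not run, because scan and slide coincide.

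Reversals of single results concerned differences not called in the report, apart from the interferon list in A_FACS. Under 75th percentile scaling the log2 difference from NB_FACS was -0.12 for Olfml3 in NB_Stim, -0.29 for Nefl and -0.043 for Rbfox3 in NB_Control, 0.13 for Gfap and -0.051 for Hprt in A_FACS and -0.064 for Hprt in NB_Stim. Between NB_Stim and NB_Control it was 0.1 for Actb, 0.0073 for Kdm5d and 0.085 for Hbb-bt, which lay below the floor in both groups. The median of the TGF-β response in NB_Stim against NB_FACS became -0.072, and that of the neutrophil list in A_FACS 0.018. With normexp background Rbfox3 in A_FACS was -0.012 and Hbb-bt in NB_Stim against NB_Control 4.2e-05. With the series table Gfap in A_FACS was 5e-04. Without a filter on dim probes Rbfox3 in NB_Control was -0.13. With probes well above background on all 11 arrays Map2 was 0.021 in NB_Control and 0.35 in NB_Stim against NB_FACS, Rbfox3 in A_FACS was -0.14, the neuron list was 0.0079 in NB_Control against NB_FACS and -0.045 in NB_Stim against NB_Control, and the border macrophage list in NB_Stim against NB_FACS was 0.28. With the brightest probe per gene Gfap in A_FACS was 0.14 and the astrocyte list in NB_Stim against NB_FACS was -0.027. With the replicate block Actb in A_FACS was -0.051 and the neutrophil list there 0.48, and with the slide block Actb in A_FACS was -0.051 too. With replicates averaged Nefl in NB_Control was -0.69 and Map2 in NB_Stim 0.051 against NB_FACS.

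Leaving out single arrays reversed further small differences. Ranges against NB_FACS were, in NB_Control, -0.95 to 1.46 for Nefl, -0.045 to 0.15 for Rbfox3, -0.03 to 0.74 for the cholesterol list and -0.76 to 0.46 for the neutrophil list. In NB_Stim they were -0.25 to 0.093 for Map2, -0.07 to 0.061 for Havcr2, -0.26 to 0.11 for Fscn1, -1.49 to 0.13 for Uty, -0.33 to 0.19 for Xist, -0.72 to 0.034 for the cholesterol list and -0.73 to 0.57 for the neutrophil list. In A_FACS they were -0.19 to 0.041 for Fcrls, -0.17 to 0.17 for Gfap, -0.14 to 0.39 for Chil1, -1.35 to 0.56 for Lyz2, -0.025 to 0.044 for Actb, -1.35 to 0.3 for the culture list, -0.095 to 1.66 for the interferon list and -0.59 to 0.51 for the neutrophil list. Between NB_Stim and NB_Control they were -0.51 to 1.91 for Nefl, -0.059 to 0.44 for Gfap, -0.011 to 0.15 for Lyz2, -0.15 to 0.014 for Actb, -0.21 to 0.13 for Kdm5d, -0.082 to 1.25 for Slc1a3, -0.085 to 1.03 for Hba-a2, -0.43 to 0.035 for Hbb-bt, -0.35 to 0.21 for the fibroblast list and -0.043 to 0.13 for the neuron list.

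Signal over background limits what the dimmest genes can show. The floor lay between 2.6 and 4.03 on the log2 scale of the normalised arrays, and a fold change into it is given as a bound. The differences of Hbb-bt between NB_Stim and NB_Control above lie below the floor and measure no change.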

Other observations

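Among the tests below, those of activated microglia on the adult arrays, of the slide for Y-linked genes, for the distances and for all genes, of an unspecific shift for the neutrophil list, of a culture divided over 2 arrays, and of border macrophages were chosen only after the result was seen.

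How often other splits of the arrays give as many genes was counted for the newborn comparisons. For each of NB_Control against NB_FACS, NB_Stim against NB_Control and NB_Stim against NB_FACS, 1 of the 10 splits of the 6 arrays gave as many genes, the real one, and the largest count of another split was 0, 0 and 1. Because 10 splits can never give a share under 0.1, this count alone cannot exclude chance. Of the 4 splits that part all 3 replicate pairs, the real one alone gave as many genes. For the F test over the 3 newborn groups 1 of 100 splits, drawn from 280, called as many genes as the real 6364, which excludes chance. The largest other split gave 5150 genes and kept NB_FACS together, as 5 of the drawn splits did. The largest that parted NB_FACS gave 763. GC content of the probes as the cause of the calls is argued against, because after a linear GC trend was removed from each array 5842 genes were called for NB_Control against NB_FACS and 663 for NB_Stim against NB_Control, 5760 and 647 of them in both fits.

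The adult arrays differed from each other by a robust SD of 0.344 log2 units, against 0.231 for the NB_FACS arrays of the same slide. On A_FACS replicate 2 the choroid plexus list was higher by a median of 1.04, in 12 of 12 genes (percentile 100 of the random lists), and its most abundant gene Ttr rose from 14.02 to 16.91. RNA of choroid plexus cells may therefore have reached this array. Ttr was abundant in NB_FACS too (15.05 ± 0.96, against 10.14 ± 1.57 in NB_Control), so such RNA may not be peculiar to A_FACS replicate 2. The rise on A_FACS replicate 2 was not specific, since the further fibroblast list was higher by 0.97 (14 of 15 genes) and the activated list by 2.82 (14 of 15 genes), while further homeostatic genes had a median of -0.29. Ependymal genes differed by 0.17 (percentile 90), which decides nothing. Sensory receptor genes, a measure of unspecific signal, differed by 0.058 with 653 of 1149 higher. This met the criterion set in advance, but with so many genes any small shift does. Activated microglia among the adult cells cannot be told apart from other cell types here, because the activated list had been seen to differ and each adult array stands alone.

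Vomeronasal receptor genes of the Vmn1r family were higher on NB_Stim replicate 3 than on the other stimulated arrays by a median of 0.85 (133 of 172 genes). The same family was higher on slide 2 by 0.33 in NB_Control (124 of 172 genes) and by 0.47 in NB_FACS (128 of 172 genes). Other sensory receptor genes were higher there by 0.4 (813 of 1149 genes), and the same genes were higher on slide 2 by 0.48 in NB_FACS and by 0.2 in NB_Control. Genomic DNA or unspecific signal, and a slide effect, may both contribute. The criteria set in advance were met for both, but slide 2 holds only replicate 3 of each group, so slide and preparation cannot be told apart. No biological explanation was tested.

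Y-linked genes were low on NB_Stim replicate 3. Ddx3y was 6.43 there and 10.4 on NB_Control replicate 3, and Xist was 11.28 and 9.59. A shift common to slide 2 is argued against, because the median of 4 Y-linked genes moved by -2.27 across slides in NB_Stim and by 0.67 in NB_Control. A different mix of male and female animals is a candidate explanation. Genes escaping X inactivation differed by only 0.041 (percentile 75.2) between these arrays, short of what was predicted, and this small list leaves the question open.

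The neutrophil list was higher on NB_FACS replicate 3 by 1.96 (7 of 7 genes), with S100a8 at 11.81 against 6.29 and 5.59. A further neutrophil list was higher by 0.41 (11 of 16 genes, percentile 98.6), with Lcn2 at 8.83 against 7.39 on both other arrays but Cxcr2 at 6.51 against 6.74 and 6.71. RNA of neutrophils could explain this. The criterion set in advance was met, but sensory receptor genes shifted by 0.48 on the same array, so the rise of the further list decides nothing. An unspecific shift as the whole cause of the first rise is argued against, because only 3 of 10000 random lists of receptor genes had a median as high as 1.96.

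Replicates 1 and 2 of the cultured groups were close. The robust SD of their log2 difference was 0.172 in NB_Control and 0.184 in NB_Stim, against 0.143 and 0.146 for repeated spots of a probe and 0.439 to 0.542 between slides. Division of 1 culture over 2 arrays may explain this, but the spread of single arrays against technical noise cannot decide it. If it were so, the calls for the cytokines would rest on fewer independent samples, and with these replicates averaged 118 genes were called.

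Erythroid transcripts were high in NB_FACS. Hba-a2 was 16.95 ± 0.14 there and 4.34 ± 1.16 in NB_Control, where replicate 1 lay below the floor. Alas2 was at least 260-fold and Hbb-bt at least 1740-fold lower. RNA of erythroid cells is a candidate explanation, but 14 further erythroid genes had a median of -0.023, 7 higher and 7 lower, which was not predicted and decides nothing, since their members went both ways.

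Collagen and related transcripts were higher in NB_Control than in NB_FACS. The further fibroblast list was written with Tagln already named from the comparisons. It was higher by a median of 3.31 (15 of 15 genes, all called), with Tagln at 14.31 against 7.65 and Bgn at 13.42 against 9.95. RNA of fibroblasts among the cultured cells could explain this. The first fibroblast list was already higher in the same comparison (median 3.65, 6 of 6 genes). A rise of further genes of this kind was therefore likely beforehand and adds little. Other glia and cultured microglia may express such genes too, and this was not tested. Between NB_Stim and NB_Control the median of the list was -0.65 (14 of 15 genes lower, camera adjusted p 0.000945), but -0.29 without NB_Stim replicate 3. The first fibroblast list was not called in this comparison (median -0.12, camera adjusted p 0.637). Its median was 0.21 without NB_Stim replicate 3.

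Inflammatory and immediate early transcripts were higher in NB_FACS than in NB_Control. Further genes of the response to dissociation and sorting had a median of -1.66 (16 of 18 genes lower in NB_Control, 13 called, camera adjusted p 1.79e-09). This is consistent with a response of the sorted cells to their isolation. Culture and isolation differ together in this comparison, so an effect of culture on the same genes is not excluded. Klf4, which the report names, is among these genes and had been named before the list was written.

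Mrc1 fell more under cytokines than the other border macrophage genes. Of the other genes of the list, 5 were bright enough in NB_Control to stay above the floor after such a fall. All 5 fell by an amount that differed from that of Mrc1, among them the abundant Pf4 (-0.85, at 14.27 in NB_Stim), Ms4a7 (-1.63) and Stab1 (-0.48). An equal loss of border macrophages as the whole cause is therefore argued against. A direct effect of the cytokines on Mrc1 remains a hypothesis and was not tested.

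That NB_Stim was no closer to NB_FACS than NB_Control over all genes held within slides, where the smaller difference was 0.0215, and without the listed erythroid genes, where it was 0.0246. Neither test excludes its explanation. Both groups are spread over the slides alike, so a shift common to them cancels by design. The listed erythroid genes are too few to move a mean over 19555 genes. A slide effect that differs between the groups and erythroid RNA of the sorted cells stay open. A slide term added to the fit passed the threshold for 28.6% of genes (5597 of 19555). Slide or scan batch cannot be told apart from the preparation of replicate 3, which was on slide 2 in each newborn group.

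The remaining further lists gave these medians between NB_Control and NB_FACS. Ependymal genes had a median log2 difference of -1.93 (15 of 15 genes lower, camera adjusted p 3.15e-08), the choroid plexus list was 0.08, genes escaping X inactivation -0.13 and the further neutrophil list 0.14, none of these 3 called. Without single arrays of the compared groups these 3 medians were, in the same order, -0.055 to 0.14, -0.48 to -0.087 and 0.066 to 0.26. Of the 12 choroid plexus genes, 7 were higher and 5 lower in NB_Control. The 3 called by limma were lower, namely Ttr (-4.91, adjusted p 0.00374), Folr1 (-2.46, adjusted p 0.0133) and Calml4 (-2.4, adjusted p 0.0151).

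Olfml3 was 9.47-fold higher in NB_Stim than in NB_Control on the arrays. That is higher than the value quoted from the study above, which was measured by RT-qPCR. Tmem119 was 7.48-fold higher on the arrays, nearer to its quoted value.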
